A study of Mus musculus with 6 samples. Its data were reported in "The α-globin super-enhancer acts in an orientation-dependent manner" (2025).

How the data were processed

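Ter119+ cells were isolated with magnetic beads from the spleens of adult phenylhydrazine-treated WT and INVEN mice, in 3 libraries per group. Per the study's methods, ribosomal and globin RNA was depleted, poly(A)+ RNA was selected, and directional libraries were sequenced in paired-end mode. Reads were aligned by the authors to the mm9 mouse genome with STAR, and read pairs were assigned to RefSeq genes with featureCounts. Per the file headers, the authors deposited raw counts per gene made with featureCounts 2.0.0 on exons, summed by gene, with reverse-stranded assignment and with reads that map to several places counted. These counts are not normalised. Overlapping gene models are affected by this counting: a read that falls on more than 1 gene of the same strand is given to none. A companion table of deposited counts covers the same 24015 genes with a strand setting that is not given in the sources used here. Of these genes 10510 have identical counts in both tables. Among 10706 genes with 200 or more reads, 492 differ over 2-fold. Of those with a known strand, 19 of the 62 genes with over 50% of their exons overlapped on the other strand do (30.6%), and 286 of the 7642 genes with no such overlap (3.7%). The table with recorded strand was used for the main results because the library kit keeps strand and Mpg and Nprl3 overlap on opposite strands, and the other was an alternative.

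Samples were grouped by the genotype in the sample titles. Total counts per library were between 18082817 and 29160646, and 10675 to 11502 genes had 10 or more reads in a library. At this depth a count of 0 allows a level of up to 0.103 to 0.166 CPM (3 counts of the library total), which covers counting error only. The 10 most abundant genes took 5.2% to 7.55% of the counts.

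The comparison of INVEN with WT used the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with TMM normalisation, the filterByExpr filter by group, a design with group alone, and Benjamini-Hochberg adjustment over the 11249 tested genes with a threshold of 0.05. SE values of log2 fold changes are the absolute log2 fold change divided by the square root of F, and 95% intervals use its degrees of freedom. CPM values are TMM-scaled, except the totals of gene lists, the Y-linked and Xist values and the floors, which use library totals without TMM factors. Genes within 5 Mb of the locus were compared with all other tested genes by two-sided Fisher's exact tests. The 29 gene lists were tested with camera on voom values (limma 3.58.1) at a preset inter-gene correlation of 0.01 when 3 or more members were tested, with Benjamini-Hochberg adjustment over 27 lists; camera with an estimated correlation and fry were run beside it. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 served for tables, simple tests and figures. Gene symbols and positions are those of the count table. The GENCODE M1 annotation of the same build gave strands for the 20872 gene symbols (86.9%) that matched on the same chromosome.

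Genes named in the text are the genes of the locus from Il9r to Sh3pxd2b, the β-like globin genes and the study's erythroid controls Tfrc and protein 4.2, outside the locus the 10 highest and 10 lowest log2 fold changes among genes past the adjusted p with an average log2 CPM of at least 1 and no overlap between groups, up to 4 members with the lowest p of each list that passed, up to 10 genes past the adjusted p within 5 Mb, and Xist, Y-linked genes, Hprt and Nnt as checks. This rule, the tests, the lists and most varied settings were fixed before the data were examined. Other members of lists are named where they passed adjusted over the list alone.

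Settings varied as foreseen were DESeq2 size factors, library totals without TMM factors, no low-count filter, the Wald test of DESeq2 1.42.0, limma-voom, removal of globin genes (for the alpha-like genes themselves, from library sizes and scaling only), the replicate number as a block, each library left out in turn, windows of 1 and 10 Mb, and the other list tests. Chosen after seeing the data were the companion count table, the removal of X and Y chromosome genes, and leaving out replicate 3 of each group. The test was checked on libraries simulated with the real means, dispersions and depths. Each gene was drawn independently there, so the check of the list test does not cover correlation between genes of a list. Of 11059 genes tested there, 200 were changed, drawn from genes with an average log2 CPM over 1, so genes of low count are not covered. Of these, 94 of 100 genes changed 8-fold and 8 of 100 changed 2-fold were called, with median log2 fold changes of 2.97 and 0.99. In addition, 10 unchanged genes were called. A list raised 1.5-fold was found, with 0 of the other 26 lists called.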

Results

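RNA-seq was performed on Ter119+ erythroid cells, the maturing red cell precursors, purified from the spleens of adult mice treated with phenylhydrazine (APH), which lyses circulating red cells and fills the spleen with new erythroid precursors. The wild-type group (WT) and the group with an inverted α-globin super-enhancer (INVEN) comprised 3 libraries each. In the INVEN allele the segment that holds Mpg, Nprl3 and the α-globin enhancers is turned around, so that the super-enhancer faces Rhbdf1 and Snrnp25 in place of the α-globin genes. Per the study, the inversion also moves CTCF insulator elements. They normally lie between the super-enhancer and Rhbdf1 and Snrnp25, and in the inverted allele between the enhancers and the α-globin genes. The count table assigned 26019467, 25681066 and 29160646 read pairs to genes in WT replicates 1 to 3 and 18082817, 24326683 and 26242005 in INVEN replicates 1 to 3. Of 24015 genes listed, 11249 had enough reads to be tested. The study's methods speak of biological triplicates from littermates, but the sample labels number the libraries without stating that each came from its own animal, so p-values measure the spread between these libraries, which may be partly technical. All positions are from the mouse mm9 build.

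The first question was how the inversion affected the genes that flank the super-enhancer on its upstream side. Rhbdf1, which encodes a catalytically inactive member of the rhomboid protease family, was nearly silent in WT erythroid cells and among the abundant transcripts of INVEN cells. Its level was 0.483 ± 0.134 CPM (SD, n = 3; TMM-scaled counts relative to library size) in WT and 1417 ± 474 CPM in INVEN. Rhbdf1 lies on the minus strand of chromosome 11 from 32109585 to 32122293. Its neighbour Snrnp25, which encodes a protein of the minor spliceosome, lies on the plus strand from 32105415 to 32108995 and rose from 130.4 ± 50.7 CPM to 1842 ± 234 CPM (SD, n = 3 each). The fold change was 2923 for Rhbdf1 (95% interval 1353 to 6313, log2 fold change 11.51, SE 0.48, adjusted p = 0.000102 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 14.1 for Snrnp25 (95% interval 8.24 to 24.2, log2 fold change 3.82, SE 0.34, adjusted p = 0.0118). The WT value of Rhbdf1 rested on 40 reads over the 3 libraries, against 90422 reads in INVEN. Every INVEN library lay above every WT library for both genes. Without WT replicate 1, WT replicate 2 or INVEN replicate 2 the adjusted p of Snrnp25 was 0.181, 0.0874 and 0.0517, while its log2 fold change stayed between 3.59 and 4.42 over all alternative settings. The adjusted p of Rhbdf1 stayed at or below 0.0198 in all of them.

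**Figure D1:**
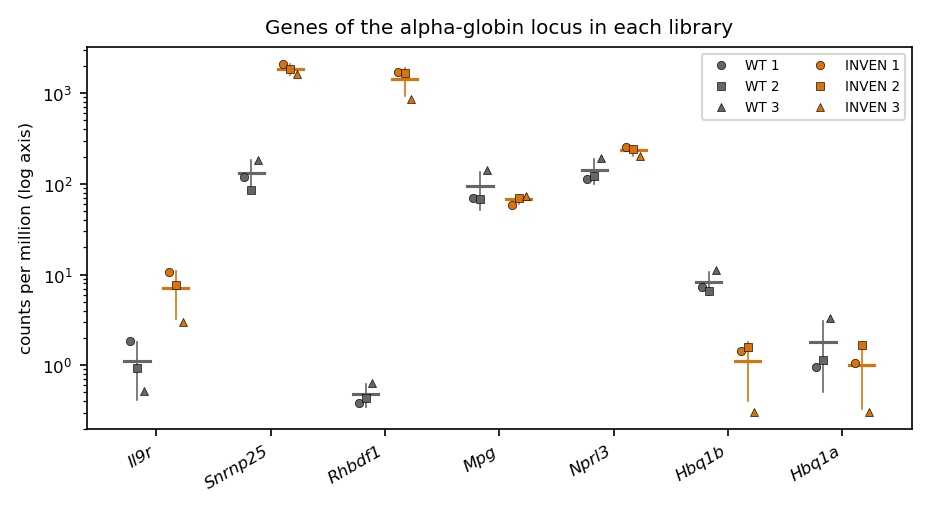
CPM on a log axis for the tested genes of the α-globin locus. Each marker is a library (grey WT, orange INVEN), horizontal lines are group means and vertical lines are 1 SD (n = 3). Rhbdf1 stood at 0.483 CPM on average in WT and 1417 CPM in INVEN, and Snrnp25 at 130.4 and 1842 CPM.

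Mpg and Nprl3 lie inside the inverted segment, and neither passed the gene test. Mpg, which encodes a DNA glycosylase of base excision repair, is on the plus strand from 32126505 to 32132702. It was measured at 93.7 ± 41.6 CPM in WT and 67.4 ± 7.7 CPM in INVEN (SD, n = 3, log2 fold change -0.47, SE 0.30, adjusted p = 0.448). WT replicate 3 alone, at 141.7 CPM, set the WT mean apart, and without it the log2 fold change of Mpg was 0.04. Nprl3, which encodes a subunit of the GATOR1 complex and whose introns hold most of the enhancer elements, is on the minus strand from 32131963 to 32167707. It was measured at 143.4 ± 44.7 CPM in WT and 234.3 ± 29.1 CPM in INVEN (SD, n = 3), 1.63-fold higher with a 95% interval of 1.10 to 2.44 (log2 fold change 0.71, SE 0.25, adjusted p = 0.236). The 2 genes overlap at their 3' ends on opposite strands, and the counting used strand. Il9r, the interleukin 9 receptor gene next to Snrnp25 (minus strand, 32088997 to 32100279), had 1.11 ± 0.69 CPM in WT and 7.11 ± 3.86 CPM in INVEN (SD, n = 3, log2 fold change 2.67, SE 0.63, adjusted p = 0.160). Il9r passed without INVEN replicate 3 (adjusted p = 0.0156), and its log2 fold change was 3.26 without WT replicate 1. Among the 7 tested genes of the locus list, adjusted over the list alone, Rhbdf1 (adjusted p = 6.32e-08), Snrnp25 (1.1e-05), Hbq1b (0.00271), Il9r (0.00482) and Nprl3 (0.0306) passed, and Mpg and Hbq1a did not. Sh3pxd2b, on the far side of the α-globin genes (32247811 to 32328183), had 7 reads in the WT libraries together and 9 in the INVEN libraries, too few to be tested.

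The alpha-like globin genes are the usual targets of the super-enhancer, but their counts hold little of their RNA. Globin mRNA was depleted before sequencing, and a read on more than 1 gene of the same strand was not counted. The adult genes Hba-a1 (32183672 to 32197303) and Hba-a2 (32183675 to 32197310) were listed at 0 and 1 reads over all 6 libraries, and their listed spans differ by under 10 bp, so reads from either cannot be assigned to 1 of them. No fold change is given for them. The embryonic gene Hba-x (32176600 to 32178115) had 3 reads in each group. Of the θ-like genes, Hbq1b (32186964 to 32187912) was measured at 8.33 ± 2.45 CPM in WT and 1.11 ± 0.70 CPM in INVEN (SD, n = 3), 7.58-fold lower in INVEN (log2 fold change -2.92, SE 0.60, adjusted p = 0.137), with every INVEN library below every WT library. Its adjusted p was 0.0115 without INVEN replicate 3 and 0.000104 by the DESeq2 Wald test, and it ran from 0.000104 to 0.547 over all alternatives. Hbq1a (32200069 to 32200873) was measured at 1.80 ± 1.30 and 1.02 ± 0.69 CPM (SD, n = 3, log2 fold change -0.82, SE 0.72, adjusted p = 0.578), and its direction turned without WT replicate 3 (log2 fold change 0.04). Hbq1a and Hbq1b are near-identical copies and reads mapping to several places were counted, so how reads divide between them is uncertain. The β-like genes Hbb-b1, Hbb-b2, Hbb-bs, Hbb-bt, Hbb-bh1 and Hbb-y had 0 to 2 reads in any library and were not tested. All globin genes together took 238, 237 and 366 reads in WT replicates 1 to 3 and 43, 80 and 19 reads in INVEN replicates 1 to 3. Nearly all of these were reads of Hbq1b and Hbq1a (688 and 145 in WT, 69 and 65 in INVEN), so the totals repeat their values.

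The next question was whether genes farther from the locus on chromosome 11 were affected. Within 5 Mb of the span from Snrnp25 to Hba-a2 (32105415 to 32197310), Rhbdf1 and Snrnp25 were the 2 genes among 36 tested that passed, against 10 of 11213 tested genes elsewhere (two-sided Fisher's exact test, p = 0.000644). That p rests on these 2 genes alone: without the cluster from Il9r to Hbq1a the two-sided Fisher's exact test gave p = 1. Of the 29 tested genes in this window outside the cluster from Il9r to Hbq1a, 0 passed by edgeR's quasi-likelihood test, 0 by limma-voom and 1 by the DESeq2 Wald test, and 5 had an unadjusted p under 0.05. These 5, named after their values were seen, were D630024D03Rik, Fbxw11, Rps27a, Cpeb4 and Psme4. Over the whole genome 1874 of 11249 tested genes had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, a similar share. D630024D03Rik (31700688 to 31724547) was measured at 1.40 ± 0.51 CPM in WT and 8.21 ± 3.66 CPM in INVEN (SD, n = 3, log2 fold change 2.55, SE 0.48, adjusted p = 0.112). Whatever their p, 2 of the 29 genes (6.9%) differed over 2-fold, against 11.7% of the tested genes outside the window (two-sided Fisher's exact test, p = 0.571). Within 1 Mb the share was 25% (2 of 8 genes, p = 0.238) and within 10 Mb 15.4% (8 of 52 genes, p = 0.385), by two-sided Fisher's exact tests. Without INVEN replicate 3, 4 of the tested genes within 5 Mb outside the cluster passed, while 1719 of 11571 tested genes passed over the whole genome.

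**Figure D2:**
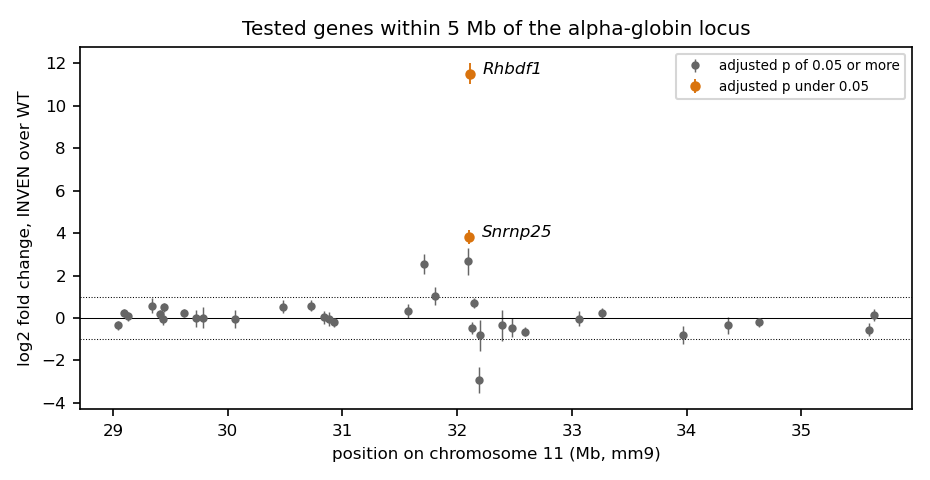
Log2 fold change (INVEN over WT) against position on chromosome 11 for the 36 tested genes within 5 Mb of the α-globin locus. Bars are 1 SE, orange points passed adjusted p 0.05 and dotted lines mark a 2-fold change. Rhbdf1 at 11.51 and Snrnp25 at 3.82 are the 2 orange points.

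Over the whole genome 12 genes passed the test, 10 higher and 2 lower in INVEN, and all 12 differed over 2-fold. Besides Rhbdf1 and Snrnp25, the genes higher in INVEN included Nyx, which encodes a leucine-rich repeat protein best known from retinal bipolar cells, and Calcrl, which encodes a receptor for calcitonin gene-related peptide and adrenomedullin. Nyx (X chromosome, 13044798 to 13066439) rose from 0.327 ± 0.114 to 10.8 ± 2.9 CPM and Calcrl (chromosome 2, 84170783 to 84265423) from 18.2 ± 5.5 to 148.3 ± 36.0 CPM (SD, n = 3), with log2 fold changes of 5.01 (SE 0.44, adjusted p = 0.0118) and 3.03 (SE 0.30, adjusted p = 0.0206). Smtnl1, a smoothelin-like gene also on chromosome 2 (84651333 to 84662809), had a log2 fold change of 3.27 (adjusted p = 0.0443). On chromosome 7, Nosip, which encodes a nitric oxide synthase-interacting protein (52317799 to 52333873), rose 3.33-fold (adjusted p = 0.0317) and Dhdh, which encodes a dihydrodiol dehydrogenase (52728933 to 52744166), rose at a log2 fold change of 3.46 (adjusted p = 0.0498). Pold1, the catalytic subunit of DNA polymerase delta, lies nearby on chromosome 7 (51788114 to 51804185) and fell from 154.1 ± 11.5 to 49.9 ± 1.8 CPM (SD, n = 3), 3.09-fold (log2 fold change -1.63, SE 0.17, adjusted p = 0.0221). Soat2, which encodes a cholesterol acyltransferase (chromosome 15, 101981006 to 101993867), fell 5.29-fold from 14.2 ± 1.3 to 2.67 ± 0.58 CPM (adjusted p = 0.0443). The transcripts A930015D03Rik (chromosome 17, 36131449 to 36175119) and AA465934 (chromosome 11, 83105201 to 83108139) rose with log2 fold changes of 3.36 and 2.63 (adjusted p = 0.0317 each), and Olfr323, an olfactory receptor gene below the expression limit for naming and so named after its values were seen, passed at 1.37 ± 0.21 CPM in INVEN and 0.0474 ± 0.0189 CPM in WT.

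All 12 genes were free of overlap between the groups, as were 2338 of the 11249 tested genes (20.8%, where chance gives 10%). The common biological coefficient of variation was 0.352. The count of 12 was 1 without WT replicate 1, 1 without WT replicate 2, 47 without WT replicate 3, 5 without INVEN replicate 1, 2 without INVEN replicate 2 and 1719 without INVEN replicate 3, and the DESeq2 Wald test called 531 genes. Rhbdf1 passed in every one of these fits. Without WT replicate 1 or WT replicate 2 no gene outside the locus kept its call (adjusted p = 0.157 for Nyx without WT replicate 1, up to 0.369 for Nosip without WT replicate 2). Nyx alone kept it without INVEN replicate 1 and Calcrl alone without INVEN replicate 2. In simulated libraries of this depth and spread, 94 of 100 genes changed 8-fold and 8 of 100 genes changed 2-fold were called. So were 10 unchanged genes. The changed genes were drawn from those with an average log2 CPM over 1, so these shares do not cover genes of low count.

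**Figure D3:**
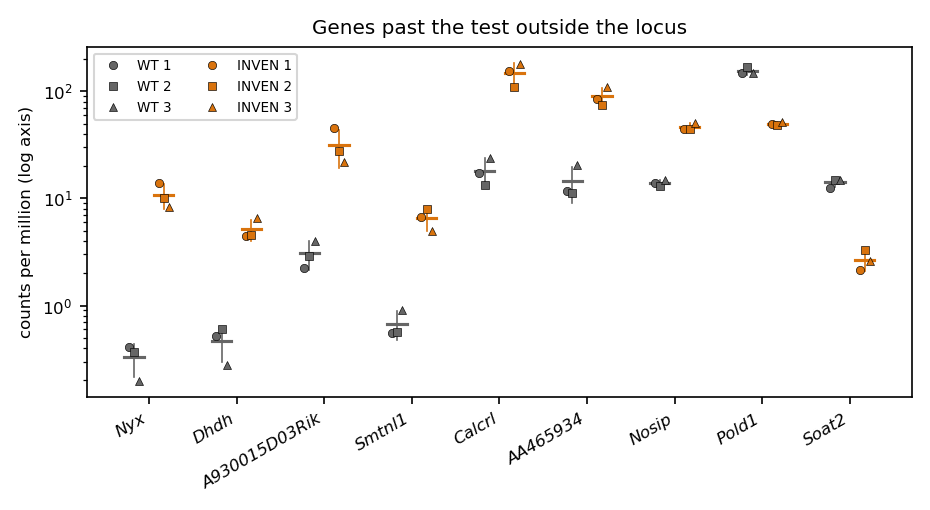
CPM on a log axis for the 9 genes outside the locus that passed the test and the naming rule. Each marker is a library (grey WT, orange INVEN), horizontal lines are group means and vertical lines are 1 SD (n = 3). In each of the 9 genes the 2 groups do not overlap. Pold1 and Soat2 are the 2 genes lower in INVEN.

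Gene lists fixed beforehand were tested on the bulk RNA of the selected cells, in which the mix of erythroid stages was not measured. The study reported anaemia in mice with the inversion and, in their untreated bone marrow, modestly more cells of the immature erythroid stages. With camera, which compares a list with all other genes, 13 of 27 lists passed at a preset inter-gene correlation and 0 with a correlation estimated from the data or with the directional test of fry. The mixed test of fry, which ignores direction, passed 7 lists: integrated stress response, NRF2, p53, oxidative phosphorylation, proteasome, heat shock and erythropoietin (adjusted p = 0.00192 to 0.0477). Camera at the preset correlation passed 6 to 17 lists in the other 9 ways of splitting the 6 libraries into groups of 3. No list member passed the gene test adjusted over all genes, so the values of the members are given with their p adjusted over the list alone. Some members are given below as passing over all genes without INVEN replicate 3, a fit in which 1719 of 11571 tested genes passed. Those members were named for their low p in the main test, so these passes are no separate support for a list. Where the scaling of the libraries was changed, the median log2 fold change of all tested genes moved from -0.09 (TMM) to -0.01 with DESeq2 size factors and -0.22 with library totals, and camera measures lists relative to it.

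Heat shock and chaperone genes stood highest. Of the 16 tested genes of the heat shock and chaperone list, 16 had a higher mean in INVEN, with a median log2 fold change of 1.59 (camera adjusted p = 1.87e-11, adjusted p = 0.422 with an estimated correlation), and 9 passed when adjusted over the list alone. The total of the list was 5387, 3943 and 2407 CPM in WT replicates 1 to 3. It was 19190, 7963 and 9461 CPM in INVEN replicates 1 to 3, highest in replicate 1 of both groups. Hsp90aa1, the inducible HSP90, was measured at 1063 ± 328 CPM in WT and 4726 ± 2557 CPM in INVEN , with an adjusted p of 0.00479 over the list alone. The co-chaperones Chordc1 and Bag3 were 7.10-fold and 8.24-fold higher (adjusted p = 0.0014 and 0.00199 over the list alone). Hsph1, an HSP110 chaperone, was 14.1-fold higher (adjusted p = 0.00479 over the list alone), from 1888 CPM in INVEN replicate 1 to 453.4 and 305.4 CPM in replicates 2 and 3. Without INVEN replicate 3 Chordc1, Bag3, Hsp90aa1 and Hsph1 passed over all genes (adjusted p = 0.00777, 0.00538, 0.0177 and 0.0154), as Chordc1 did without INVEN replicate 1 (0.0467). The log2 fold change of Hsph1 was 2.68 without INVEN replicate 1 and 4.44 without WT replicate 1, against 3.82. Proteasome subunits followed with smaller values: 29 of 31 were higher, with a median of 0.42 (camera adjusted p = 3.71e-08, adjusted p = 0.629 with an estimated correlation), and 0 passed adjusted over the list alone. Without INVEN replicate 3 the median was 0.25. Psmb6 and Psmd4 were 1.75-fold and 1.72-fold higher, and Psmb6 passed over all genes without INVEN replicate 3 (adjusted p = 0.0259).

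The p53 and erythropoietin lists passed camera at the preset correlation but not with an estimated one, and had members on both sides. Of 20 tested p53 response genes 16 had a higher mean and 4 were over 2-fold lower (median log2 fold change 0.55, camera adjusted p = 3.88e-05, adjusted p = 0.394 with an estimated correlation). Adjusted over the list alone, 8 were higher and 1 lower. Among them Ccng1, which encodes cyclin G1, went from 85.6 ± 4.3 to 303.4 ± 115.0 CPM (SD, n = 3), Aen, an apoptosis-enhancing nuclease gene, from 15.1 ± 2.6 to 52.1 ± 14.7 CPM and Cdkn1a, the gene of the cell cycle inhibitor p21, from 0.415 ± 0.151 to 2.90 ± 0.97 CPM, each with every INVEN library above every WT library. The erythropoietin and STAT5 response list had a median of 0.76 over 14 genes, 10 of them higher (camera adjusted p = 0.00901, adjusted p = 0.394 with an estimated correlation), and 4 passed adjusted over the list alone. These were the feedback inhibitors Socs2 (7.64-fold) and Socs3 (16.3-fold), the kinase gene Pim1 (2.30-fold) and the survival gene Bcl2l1 (3.97-fold). Socs2 and Socs3 had little RNA in WT, at means of 0.473 and 0.457 CPM, against 3.65 and 7.49 CPM in INVEN. Bcl2l1 overlapped between the groups, at 35.1 CPM in INVEN replicate 3 and 46.3 CPM in WT replicate 3, and its log2 fold change of 1.99 was 2.61 without WT replicate 3. That of Socs3, 4.03, was 3.23 without INVEN replicate 2. Over all genes Aen, Ccng1, Cdkn1a, Socs2, Socs3, Pim1 and Bcl2l1 passed without INVEN replicate 3 (adjusted p = 0.0105, 0.00892, 0.0153, 0.0172, 0.00893, 0.033 and 0.0144). Without INVEN replicate 3 the median of this list was 0.13 and its camera adjusted p 0.0994, and without WT replicate 3 the median was 1.16.

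Lists tied to the end of red cell maturation and to energy supply passed camera at the preset correlation but not with an estimated one, and differed between libraries of a group. In the list of reticulocyte maturation and autophagy, 14 of 18 genes were higher (median log2 fold change 0.77, camera adjusted p = 8.33e-05, adjusted p = 0.629 with an estimated correlation) and 0 passed adjusted over the list alone. The total of the list was 22140 and 19670 CPM in INVEN replicates 1 and 2, but 11720 CPM in INVEN replicate 3, close to the 11280 CPM of WT replicate 3. The ubiquitin ligase gene Ube2o was measured at 713.9 and 698.6 CPM in INVEN replicates 1 and 2 and 109.6 CPM in replicate 3, against 48.8, 43.6 and 122.8 CPM in WT replicates 1 to 3. Without WT replicate 3 the median of the reticulocyte list was 1.18. Glycolysis genes had a median of 0.34 over 19 genes (camera adjusted p = 0.0103, adjusted p = 0.644 with an estimated correlation), with 5 higher adjusted over the list alone, among them Hk1 (3.79-fold), Aldoa (2.20-fold) and Bpgm, the gene of the red cell enzyme that makes 2,3-bisphosphoglycerate (10.6-fold). Bpgm was at 5767 and 4119 CPM in INVEN replicates 1 and 2 and 705.9 CPM in replicate 3. Without INVEN replicate 3 the glycolysis list had a median of 0.11 and a camera adjusted p of 0.143, and without WT replicate 3 its adjusted p was 0.216. Its median was 0.64 without WT replicate 1, 0.52 without INVEN replicate 1 and -0.009 without replicate 3 of each group. Oxidative phosphorylation genes were higher in 40 of 44 cases (median 0.44, camera adjusted p = 7.17e-12, adjusted p = 0.572 with an estimated correlation), and 8 passed adjusted over the list alone, among them Cox7b (1.81-fold), Uqcrq (2.61-fold) and Cox6b1 (2.17-fold). Without WT replicate 3 Ube2o and Bpgm differed by more, with log2 fold changes of 3.56 and 4.24. Over all genes Ube2o, Hk1, Aldoa, Bpgm, Cox7b, Uqcrq and Cox6b1 passed without INVEN replicate 3 (adjusted p = 0.00934, 0.00296, 0.0362, 0.0103, 0.0226, 0.00679 and 0.0089).

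Ribosomal protein genes had a median of 0.19 with 63 of 75 higher (camera adjusted p = 8.22e-06, adjusted p = 0.682 with an estimated correlation), and 0 passed adjusted over the list alone. Rplp2 and Rpl38 had log2 fold changes of 0.64 and 0.59, and without WT replicate 1 the median of the list was 0.30. NRF2 antioxidant genes had a median of 0.30 over 16 genes (camera adjusted p = 0.0105, adjusted p = 0.629 with an estimated correlation), which without WT replicate 1 or INVEN replicate 3 had a camera adjusted p of 0.0731 and 0.101, while without WT replicate 3 its median was 0.47. Adjusted over the list alone, 3 were higher (Srxn1, the sulfiredoxin gene, at 8.03-fold, Pgd and Gsr) and 1 lower (Slc7a11, a cystine transporter gene). The log2 fold change of Srxn1, 3.01, was 3.83 without WT replicate 3. Over all genes Rplp2, Srxn1 and Slc7a11 passed without INVEN replicate 3 (adjusted p = 0.0204, 0.0106 and 0.0185).

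Of the 4 lists that were lower in INVEN, the G2/M list was the most even: 23 of 23 genes had a lower mean (median log2 fold change -0.50, camera adjusted p = 2.5e-06, adjusted p = 0.644 with an estimated correlation) and 0 passed adjusted over the list alone. Kif23 and Prc1, both genes of the mitotic spindle midzone, were measured at 580.7 ± 111.2 and 1123 ± 181 CPM in WT and 356.1 ± 56.1 and 683.7 ± 136.2 CPM in INVEN (SD, n = 3). Without WT replicate 3 the median of the G2/M list was -0.21, and without replicate 3 of each group it was -0.26. The S phase list had a median of -0.20, with 22 of 26 genes lower (camera adjusted p = 0.0258, adjusted p = 0.682 with an estimated correlation). Its camera adjusted p was over 0.05 with DESeq2 size factors (0.0885), with the DESeq2 Wald test (0.157) and without WT replicate 3, INVEN replicate 1, INVEN replicate 2 or INVEN replicate 3 (0.482, 0.176, 0.0887 and 0.0641, with medians of -0.07, -0.08, -0.11 and -0.30). Pola1 and Ccne1 were its members with the lowest p, at log2 fold changes of -0.57 and -0.53. The integrated stress response list had a median of -0.45 over 26 genes, 20 of them lower (camera adjusted p = 0.0228, adjusted p = 0.394 with an estimated correlation; 0.101 without INVEN replicate 3), and 3 were lower adjusted over the list alone. They were Trib3, a pseudokinase gene induced by ATF4 (61.9 ± 31.6 CPM in WT, 5.90 ± 2.20 CPM in INVEN), Slc7a11 and the transcription factor gene Ddit3 (226.4 ± 67.4 and 99.9 ± 21.6 CPM). The interferon response list had a median of -0.53 with 17 of 26 genes lower (camera adjusted p = 0.028, adjusted p = 0.725 with an estimated correlation) and its members went both ways. Igtp, an interferon-induced GTPase gene, was 6.38-fold higher and Stat2 2.49-fold lower, both passing adjusted over the list alone. Without WT replicate 3 the log2 fold change of Igtp, 2.67, was 3.58. Over all genes Igtp and Trib3 passed without WT replicate 3 (adjusted p = 0.0336 and 0.0357) and Igtp, Trib3, Slc7a11 and Pola1 without INVEN replicate 3 (0.0325, 0.0149, 0.0185 and 0.0437). Without WT replicate 3 this list had a median of -0.28 and a camera adjusted p of 0.482. Without INVEN replicate 3 camera gave it the opposite direction (adjusted p = 0.911) while its median stayed negative at -0.18, and the median was -0.34 without INVEN replicate 1 and -0.98 without INVEN replicate 2.

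Lists of the core erythroid programme did not pass. Heme biosynthesis had a median log2 fold change of 0.22 over 15 genes (camera adjusted p = 0.102), red cell membrane and surface genes 0.06 over 18 (0.295), erythroid transcription factors -0.22 over 16 (0.302), iron handling 0.05 over 18 (0.295) and early progenitor genes -0.46 over 11 (0.833). The ER unfolded protein response (0.13 over 16 genes, 0.0961) and cholesterol synthesis (0.08 over 16 genes, 0.178) did not pass either. Calr, of the unfolded protein response list, was higher adjusted over the list alone. The unfolded protein response passed without WT replicate 1, INVEN replicate 1 or INVEN replicate 2 (camera adjusted p = 0.0183, 0.017 and 0.0484), cholesterol synthesis without INVEN replicate 1 (0.013) and iron handling without WT replicate 3 (0.0349). Tfrc, the gene of the transferrin receptor CD71, was measured at 6213 ± 712 CPM in WT and 6203 ± 323 CPM in INVEN (SD, n = 3, adjusted p = 0.998), with a log2 fold change between -0.11 and 0.29 over the alternatives. Protein 4.2 (listed as Epb4.2) was measured at 2409 ± 847 and 2830 ± 213 CPM (adjusted p = 0.702). Heme biosynthesis and red cell membrane genes had camera adjusted p of 0.000209 and 7.03e-05 without WT replicate 3, with medians of 0.48 and 0.42. The medians of these lists moved widely with 1 library left out: heme biosynthesis to 0.01 without WT replicate 2, red cell membrane genes to -0.06 without WT replicate 1, erythroid transcription factors to -0.04 without WT replicate 3, and iron handling to -0.02 and 0.32 without WT replicate 1 and WT replicate 3. Early progenitor genes went to -0.08 and -0.75 without WT replicate 1 and WT replicate 3, the unfolded protein response to 0.35 and -0.04 without INVEN replicate 1 and INVEN replicate 3, and cholesterol synthesis to 0.33 and -0.16.

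**Figure D4:**
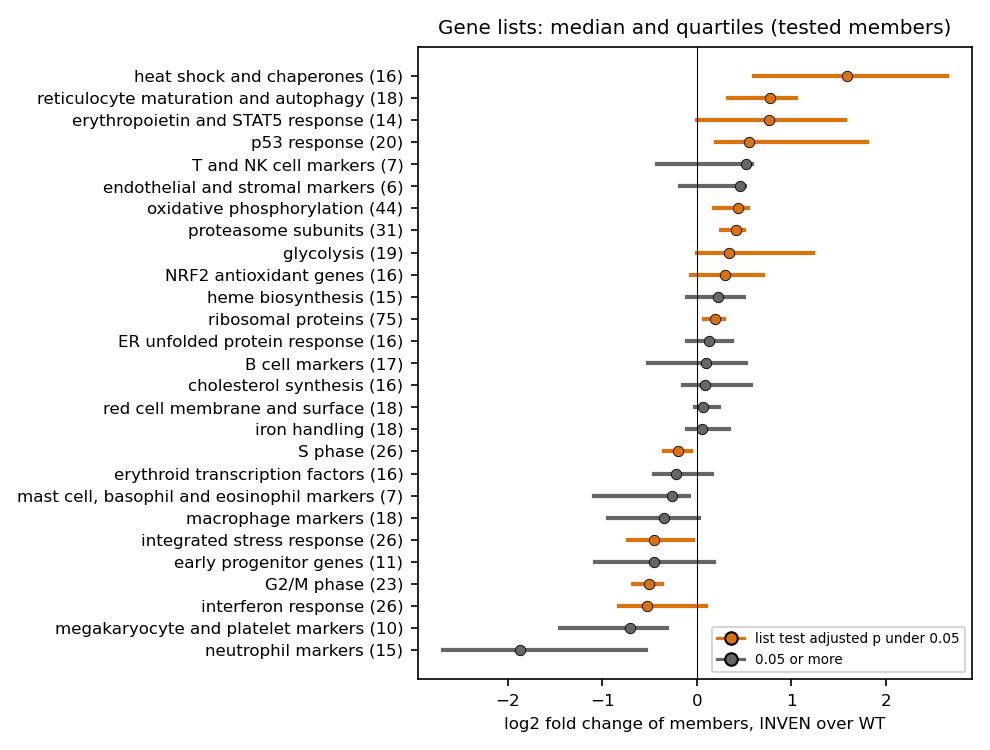
Log2 fold change (INVEN over WT) of the tested members of each of the 27 gene lists. Points are medians, bars run between the quartiles and the number of tested members follows each name; orange marks lists with a camera adjusted p under 0.05 at the preset correlation. Heat shock and chaperone genes have the highest median, 1.59, and neutrophil markers the lowest, -1.88, without passing.

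Transcripts of other spleen cells were present at low levels. Neutrophil markers had a median log2 fold change of -1.88 over 15 genes without passing (camera adjusted p = 0.295), and their total was 519 and 537.2 CPM in WT replicates 1 and 2 against 14.8 CPM in WT replicate 3 and 85.6, 60.7 and 78.9 CPM in INVEN replicates 1 to 3. Without WT replicate 3 this list had a camera adjusted p of 2.61e-09. B cell markers totalled 701.4, 360.4 and 110.4 CPM in WT and 457.8, 305.6 and 155.3 CPM in INVEN replicates 1 to 3 (camera adjusted p = 0.867). Macrophage markers (adjusted p = 0.525; 2.02e-05 without WT replicate 1, with a median of -0.82), T and NK cell markers (0.802), megakaryocyte and platelet markers (0.295), endothelial and stromal markers (0.295) and mast cell, basophil and eosinophil markers (0.94) did not pass; for the last the median was -0.26 while camera gave the direction as up. With 1 library left out, medians ran from -0.34 (INVEN replicate 1) to 0.72 (WT replicate 1) for B cells, from -0.55 (WT replicate 3) to 0.51 (WT replicate 1) for T and NK cells, from -0.82 (WT replicate 1) to -0.01 (WT replicate 2) for macrophages and from -0.79 (INVEN replicate 2) to 0.15 (INVEN replicate 3) for mast cells, basophils and eosinophils. For endothelial and stromal markers the median of 0.45 was 0.155 without WT replicate 3. The α-like and β-like globin lists had 2 and 0 tested members and were not tested as lists.

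The libraries of a group were not equally alike. The Pearson correlation across genes of log2 CPM, where genes are not independent replicates, was 0.986 between WT replicates 1 and 2 and 0.988 between INVEN replicates 1 and 2. It was 0.956 and 0.963 between WT replicate 3 and the other WT libraries, and 0.946 and 0.954 between INVEN replicate 3 and the other INVEN libraries, while INVEN replicate 3 reached 0.958, 0.959 and 0.964 with WT replicates 1 to 3. Counts differed by more than sampling noise in every pair (chi-square per degree of freedom of 25.4 between WT replicates 1 and 2 and 35.0 between INVEN replicates 1 and 2), a bound that covers counting error only and does not show that the libraries came from separate animals. Each library was counted as its own sample. INVEN replicate 3 held the Y-linked transcripts Ddx3y (271.1 CPM), Eif2s3y (205.7 CPM), Uty (64.7 CPM) and Kdm5d (25.8 CPM) and 3 reads of Xist, while the other 5 libraries had 423.6 to 574.4 CPM of Xist and at most 3 reads of any of these Y-linked genes. The sex of the animals thus differed within the INVEN group. With replicate 3 of each group left out, an alternative chosen after seeing the data, 4722 of 11497 tested genes passed, and all 12 genes named above were among them. The 12 genes were picked with the remaining libraries included, so this pass is no separate support for them.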

Values the study reported

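From normalised RNA-seq read counts of definitive erythroid cells, the study reported Rhbdf1 raised 2500x and Snrnp25 raised 12x by the inversion. In a supplementary figure it also marked Hbq1, which it calls a pseudo alpha gene, among the genes of the α-globin sub-domain with over 2-fold change. Other genes were found unaffected over 5.6 Mb on each side of a domain of 165 kb. The inverted region was given as 50 kb.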

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

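The alternatives with the companion count table, without X and Y chromosome genes and without replicate 3 of each group were chosen after seeing the data, and the others before. Counts of genes depended strongly on the setting. Against 12 genes changed in the main test, library totals gave 7, no low-count filter 66, the DESeq2 Wald test 531 (363 higher, 168 lower) and 2 against 2 libraries without replicate 3 of each group 4722; leaving out 1 library gave 1 to 1719. Of genes changed over 2-fold, also 12, there were 7, 66, 448 and 2286, and 1 to 1164 with 1 library left out. The cause was not tested, apart from the libraries left out. All 12 genes were again called with DESeq2 size factors, without a filter, by DESeq2, by limma-voom and with globin genes removed. All 12 were also called without WT replicate 3, without INVEN replicate 3 and without replicate 3 of each group. Of the 12, 7 were called with library totals, 9 with the companion table and 8 without X and Y chromosome genes, a fit that leaves out Nyx by design. With 1 library left out, 1 (without WT replicate 1), 1 (without WT replicate 2), 3 (without INVEN replicate 1) and 2 (without INVEN replicate 2) of the 12 were called again. Rhbdf1 was called in every fit.

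Within 5 Mb of the locus the count was 2, with 5 by DESeq2, 17 without replicate 3 of each group and 1 to 8 with 1 library left out; windows of 1 and 10 Mb also gave 2. Outside the cluster the count of 0 became 1 without a filter, 1 by DESeq2, 12 without replicate 3 of each group and 0 to 4 with 1 library left out. Snrnp25 kept its direction in all alternatives; with 1 library left out its log2 fold change was 3.59 to 4.25. Mpg turned to 0.045 without replicate 3 of each group, and with 1 library left out it ranged from -0.66 to 0.0378, the last without WT replicate 3. Nprl3 passed without replicate 3 of each group (log2 fold change 1.25), and so did Hbq1b, 1 of the 2 tested alpha-like globin genes (-2.03), which also passed by DESeq2 (-2.86). With 1 library left out Hbq1b ranged from -3.23 to -2.46 and passed without INVEN replicate 3. The cause was not tested. Hbq1a turned to 0.56 without replicate 3 of each group and ranged from -1.35 to 0.0394 with 1 library left out, the last without WT replicate 3.

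The 13 gene lists became 0 with an estimated correlation and 0 with the directional test of fry, and 7 to 14 with 1 library left out. For the interferon list, camera's direction turned without INVEN replicate 3 while the median stayed negative (-0.18, in a range of -0.98 to -0.18 with 1 library left out). Its median turned to 0.17 without replicate 3 of each group. List tests rest on voom values, so limma-voom is no separate alternative for them; for DESeq2 its Wald statistics were ranked with cameraPR.

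Tfrc lay near 0 (log2 fold change -0.00223) and changed sign easily: 0.0728 with DESeq2 size factors, 0.0567 without a filter, 0.0634 by DESeq2, 0.00278 by limma-voom, 0.0687 without globin genes, 0.0768 with the companion table, 0.0684 without X and Y genes and 0.29 without replicate 3 of each group. With 1 library left out it ranged from -0.0594 to 0.19.

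The replicate numbers are not stated to mark litters, and the deviations of same-numbered libraries from their group means correlated at 0.222, -0.132 and 0.113 for numbers 1 to 3, so the numbers were not taken as pairs. With the replicate number as a block, 2 genes changed, 2 of them over 2-fold, 1 of them within 5 Mb, and the log2 fold change of Snrnp25 was 3.89 (adjusted p = 0.102) and that of Tfrc 0.00269. Not every library correlated best with its own number. Depth was not the limit for the abundant genes of the locus, but Rhbdf1 in WT, Hba-x and Sh3pxd2b rest on few reads.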

Other observations

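Some transcripts were high in a single library. Tubb1, the gene of the platelet β1-tubulin, had 725.4 CPM in INVEN replicate 3 and 0.537 to 1.72 CPM in the other 5 libraries. The megakaryocyte genes Itga2b (35.1 CPM) and Gp9 (18.4 CPM) in that library lay within the range of the others. Hprt, on the X chromosome, differed within the INVEN group. It was lower than in WT (132.6 to 158.9 CPM) in INVEN replicates 1 and 2 (74.6 and 77.1 CPM) and higher in INVEN replicate 3 (210.1 CPM). The study states that its targeted stem cells lack part of Hprt and come from another strain than the mice injected. Whether the Hprt values follow from this was not tested. Nnt was measured at 3.21 to 8.89 CPM in WT and 4.19 to 6.26 CPM in INVEN (adjusted p = 0.603).

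Tests chosen only after the result was seen were the counts of splits for genes, more cells of other types, the random sets of genes, the chromosome 11 odds ratio and the near-identical gene spans. The demands that the most abundant marker also be lower, for other cell types, and that Rps27 also have few reads, for gene spans, were added after their values were seen. A test foreseen for chromosome 11 as a pattern of its own was joined to the test of close-lying genes after its value was seen. With 10 splits of the 6 libraries no share under 0.05 can be reached. The real split gave 12 genes changed, 12 over 2-fold and 2 within 5 Mb, and the highest of the other splits gave 0 of each (1 of 10 splits as large in each case). For gene lists the real split gave 13, the highest other split 17, and 6 of 10 splits as many.

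INVEN replicate 3 stood apart from INVEN replicates 1 and 2: 2517 tested genes (22.4%) lay over 2-fold from their mean (984 higher, 1533 lower), against 448 between replicates 1 and 2, and WT replicate 3 lay as far from its group (2341 genes). The tables argue against transcripts of the X and Y chromosomes in this male animal, since on autosomes alone the correlation with the other 2 was still 0.954 at most, against 0.988 between them, and against GC content and transcript length, which accounted for 1.4% of the variance of the difference over 10132 genes. They also argue against more cells of the listed other types for the 984 genes that were higher, with at most 26.7% of a marker list (neutrophils) over 2-fold higher, and a lower share of other cells stays open only for genes that were lower: T and NK cell markers were over 2-fold lower in 71.4% of 7 tested genes, with a median log2 difference of -2.01 against an absolute median of 1.41 for all genes over 2-fold apart, and B cell markers in 58.8% of 17, but the T and NK markers that were lower had little RNA, and Lck, the most abundant, was at 33.8 CPM against 35.0 and 42.7 CPM, while the B cell marker H2-Aa was at 40.6 CPM against 181.0 and 115.4 CPM and the macrophage marker Lyz2 at 101.9 CPM against 238.4 and 251.7 CPM. A preparation batch, which no label gives, was not tested and stays open. INVEN replicate 3 and WT replicate 3 correlated at 0.964, but INVEN replicate 3 also reached 0.959 with WT replicate 2. The principal component PC2 (31.4% of the variance) put INVEN replicate 3 (-32.4) and WT replicate 3 (-55.5) lowest. The other libraries lay between -0.9 and 41.7 on PC2. The smaller component PC3 (17%) set INVEN replicate 3 (50.7) and WT replicate 3 (-35.5) apart. No biological explanation was tested, and effects of sex beyond the sex chromosomes stay open.

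Of the 10 genes past the test outside the locus, 5 lay within 1 Mb of another: Pold1, Nosip and Dhdh on chromosome 7, with gaps of 513.6 and 395.1 kb, and Calcrl and Smtnl1 on chromosome 2, with a gap of 385.9 kb, and 0.0% of 10000 random sets of 10 tested genes had as many. A candidate explanation is stretches of chromosome from another mouse strain that differ between the groups, but no sequence variants were used here. Neighbouring genes that vary together in any libraries cannot be told apart from it: in another split 4 of the 10 genes with the lowest p lay within 1 Mb of another, below 5 by 1 gene, and the bound for ruling this out was widened after that count was seen because 1 gene is too small a gap. On chromosome 11, over 1 Mb from the locus, 68 of 947 genes had an unadjusted p under 0.01, against 458 of 9905 on the other autosomes (odds ratio 1.60, 95% interval 1.21 to 2.08), but another split reached 1.70, so a strain-derived stretch carried along with the inversion cannot be told apart from variation between libraries, and the share did not fall steadily with distance from the locus (7.89% up to 15 Mb, 8.97% up to 30 Mb, 5.33% up to 60 Mb and 7.47% beyond). The shares of single other autosomes ran from 1.65% (chromosome 16) to 6.59% and 6.74% (chromosomes 7 and 12), against 7.18% on chromosome 11. An effect of the inversion itself on the genes named or counted here was not tested and stays open.

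The adult globin genes Hba-a1 and Hba-a2, listed at 0 and 1 reads, both lie on the plus strand with near-identical spans. By the counting used, a read on more than 1 gene of the same strand was given to none. Reads that fell on both gene models were therefore lost, whatever depletion left, and the share that depletion removed stays open. Of 288 genes whose listed span matches that of another gene within 10 bp, 97.6% had 3 reads or fewer in the 6 libraries together, but many of them, such as olfactory receptor genes, belong to kinds that erythroid cells do not use, so the 39.8% of all genes is no fair comparison. Among genes used by every cell Eif3j1 had 2 reads, Amd1 4 and Rps27 296, or 1.66 CPM in WT against 43.0 CPM for Rps28, which goes with such a loss. The microRNA gene Mir451 had 3063 reads (0 in the companion table). It decides nothing here, since the strand of Mir451b, the gene that shares its span, is not known. Depletion alone would also leave the globin genes near 0. By real-time PCR the study found a significantly lower ratio of α to β globin RNA in mice with the inversion. That fall of the adult α-globin genes could not be measured from these counts. No biological explanation was tested for the listed values.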
